A study of Homo sapiens with 20 samples.

How the data were processed

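ATAC-seq, which reads open chromatin from the places where the Tn5 transposase inserts, was carried out on cranial neural crest cells derived from the H9 human embryonic stem cell line. Per the labels, the cells carried a tagged TWIST1 and were given the degrader dTAGV-1 for 24 h at 0, 1.6, 5, 16 or 500 nM. Each dose had 1 library in each of 4 differentiation batches (D119, D107, D42 and D29), 20 libraries in all.

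The deposited table holds whole-number counts per region, without normalization, for 151457 regions shared by the 20 libraries. The labels do not state the aligner, the peak caller, the treatment of duplicates or the genome build. They also do not state whether the authors counted reads, fragments or Tn5 cut sites, so the shift used for Tn5 insertions is unknown. Of the regions, 81.7% were 501 bp wide and the widest had 3083 bp. The build was checked against hg38: no chromosome had a region beyond its hg38 end, and 53.0% of 20046 protein-coding gene starts (GENCODE release 44) had a region midpoint within 300 bp, against 4.3% after a shift of 10 kb. Coordinates are printed as in the table; whether its starts count from 0 or 1 was not settled.

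Total counts per library ranged from 9382836 to 47325840. With 4 libraries per dose, simulated counts for 150438 regions with 200 regions changed by a log2 value of 1.5 gave 200 of the 200 called and 7 unchanged regions called. A log2 change of -0.5 given at 1.6 nM only was called in 9.5% of 200 regions, and one of -1 in 77.4% of 199 regions. All changes were given to regions with an expected mean above 50 counts, whereas only 82422 regions had a mean of at least 50. Every region had the same dispersion, and batch effects were drawn independently for each region and batch. The shares of changed regions called are therefore not rates for all tested regions.

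Regions were tested with edgeR 4.0.16 (R 4.3.3): TMM normalization, filterByExpr on the doses (1019 regions removed, 150438 tested), and the quasi-likelihood test with Benjamini-Hochberg adjustment and a threshold of 0.05. The model had a term per dose and the differentiation batch as a block. All 20 libraries entered one fit, with a common dispersion of 0.0257. Slopes were fitted on the relative protein level in the labels (100, 77.5, 45.5, 21.5 and 0.95%), and departure from a straight line was tested on the 3 polynomial terms beyond the slope. The label of that level names SOX9 although the series concerns TWIST1; it was used here as the level of the tagged protein, which the labels do not settle. The block rests on the batch label. Libraries of one batch deviated together from their dose means: the correlation across regions was 0.109 to 0.545 over 40 pairs, with a median of 0.418. Between different batches of one pair (D119 with D107, D42 with D29) the median was 0.373 (0.185 to 0.498), and across the pairs it was -0.397, so much of this agreement reflects the separation of the pairs rather than the single batch.

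To measure how much of the 500 nM change each lower dose reached, regions were chosen on 3 batches and measured in the batch left out, on log2 CPM with a prior count of 2. The median change was divided by the median change at 500 nM, and exact sign-flip permutation tests (two-sided) compared the 4 batches with the proportional loss of the level. The smallest p such a test can give with 4 batches is 0.13. Hill curves were fitted by least squares on grids of the half-effect level (1 to 100%) and the exponent (0.5 to 10). Sequence words were counted on hg38 within 250 bp of each midpoint and compared with uncalled regions in the same strata of GC content (2% wide) and abundance (0.5 log2 CPM wide), by Mantel-Haenszel odds ratios (statsmodels 0.14.6, scipy 1.17.1). In 20 simulated draws over 117659 regions, a planted odds ratio of 3.86 was recovered as 3.86 on average. The word was planted without regard to GC content or abundance, so this checks the calculation and not the removal of their effects.

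The designs, the alternatives and the rule for named regions were fixed before the data were examined. Named regions were the 3 with the largest fall and the 3 with the largest rise at 500 nM, among those called, with a mean of at least 50 counts and the same direction in all 4 batches. A list of 14 genes was also fixed, with 1 region per gene, the one with the highest mean count within 1000 bp of an annotated start. Alternatives were a fit without the block, DESeq2 1.42.0, other normalizations, GC and abundance offsets, other filters, only the 2 doses compared, and each batch or library left out. Fits on D119 with D107 and on D42 with D29, shares on the CPM scale and the level halfway along the fitted curve were chosen after seeing the data. No library was left out, and the table held 0 further columns of per-sample values.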

Results

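Chromatin accessibility was measured by ATAC-seq in 20 libraries of cranial neural crest cells derived from H9 human embryonic stem cells. The cells carried a tagged TWIST1, a transcription factor that binds E-box sequences, and were harvested at passage 4. dTAGV-1, a molecule that directs tagged proteins to degradation, was applied for 24 h at 5 doses, with 4 libraries per dose and 1 library per dose in each differentiation batch. The labels give relative levels of 100, 77.5, 45.5, 21.5 and 0.95% for 0, 1.6, 5, 16 and 500 nM. The label names SOX9 for this level, so its assignment to TWIST1 is an assumption wherever a level is used below.

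Total counts were lowest in D29 at 1.6 nM (9382836) and highest in D29 at 5 nM (47325840). D42 at 0 nM had 11957978 counts and D29 at 500 nM had 13587995. Libraries of one dose correlated at 0.883 to 0.970 across regions, and no 2 of them agreed within sampling noise (lowest mean chi-square per region 2.35). Dose accounted for 45% of the sum of squares of log2 CPM, differentiation batch for 29.1%, and the rest was 25.9%. The first principal component held 40.2% of the variance and the next one 22.2%.

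**Figure D1:**
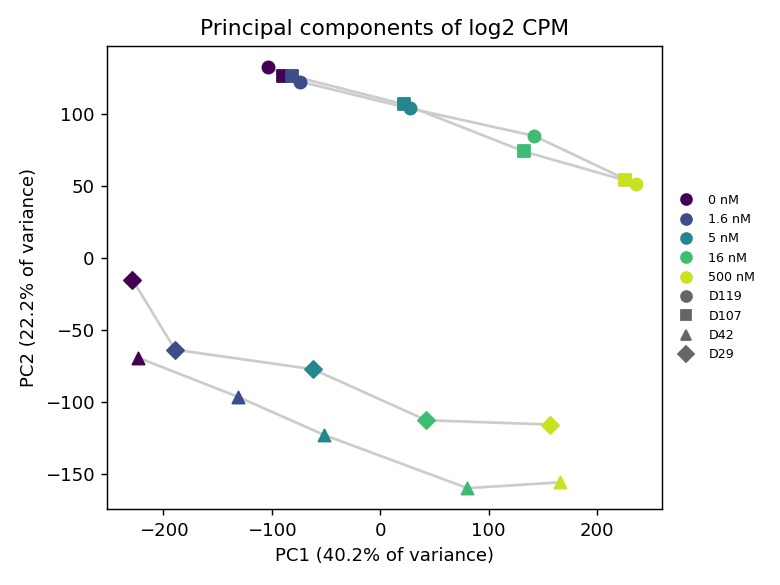
Principal components of log2 CPM for the 20 libraries, with the first component (40.2% of variance) on the x axis and the second (22.2%) on the y axis. Colours mark the dose, symbols the batch, and grey lines join the doses of a batch; dose runs along the x axis, and D119 and D107 lie above D42 and D29.

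The first question was which regions changed at each dose. At 500 nM, 35105 regions were lower and 28804 higher than at 0 nM among 150438 tested (edgeR quasi-likelihood test, adjusted p under 0.05). Of these, 26421 fell and 11544 rose by a log2 value of at least 1. At 16 nM, 28186 regions were lower and 19105 higher. At 5 nM the counts were 13433 and 4673. At 1.6 nM, 2 regions were lower and 0 higher, while 9146 regions (6.08%) had an unadjusted p under 0.05. Both regions called at 1.6 nM were called at 500 nM. At 5 nM the alternative that moved the counts most was the fit without the batch block, with 3643 lower and 386 higher. At 500 nM it was the filter on a mean of at least 50 counts, which tests fewer regions, with 17499 lower and 15271 higher. GC offsets changed the balance of directions: lower regions made up 74.2% of the 5 nM calls in the fit reported here and 63.2% with GC offsets. At 500 nM the lower share was 54.9%, and 49.6% with GC offsets, where higher regions (35275) outnumbered lower ones (34680).

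**Figure D2:**
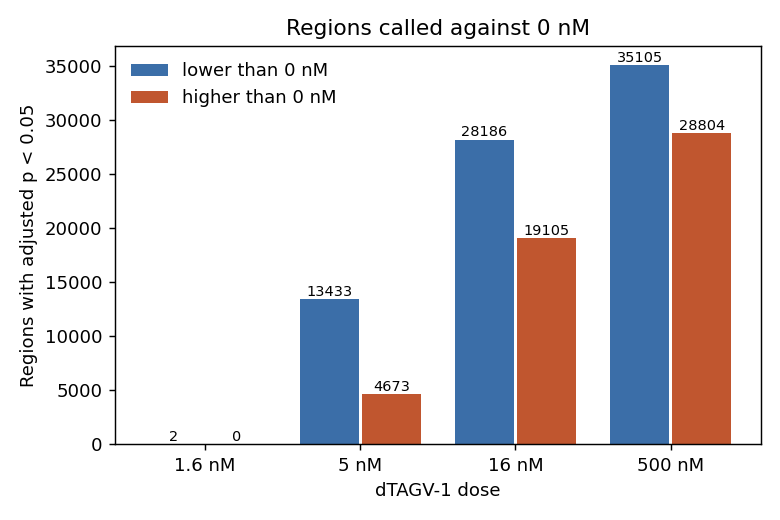
Number of regions called lower (blue) or higher (orange) than at 0 nM for each dTAGV-1 dose (edgeR, adjusted p under 0.05, 4 libraries per dose). Lower regions rose from 2 at 1.6 nM to 35105 at 500 nM, and higher regions from 0 to 28804.

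Adjacent doses were also compared. Between 1.6 and 5 nM, 3752 regions fell and 442 rose. Lower regions were 89.5% of these calls, and 75.5% with GC offsets. In D119 and D107 alone 3544 fell and 1309 rose, whereas in D42 and D29 alone 9 fell and 0 rose, so the number of calls did not hold in the latter pair. Between 5 and 16 nM, 5528 regions fell and 1933 rose, with 5450 and 1131 in the former pair and 844 and 68 in the latter. Between 16 and 500 nM, 6736 fell and 2021 rose, with 6375 and 968 against 2172 and 472. For 500 nM against 0 nM the pairs gave 30210 lower and 19040 higher, and 26120 lower and 17127 higher. Regions called in both pairs at 500 nM numbered 31087, of which 31011 had the same direction.

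Calls at the lower doses were compared with those at 500 nM. Of 18106 regions called at 5 nM, 17161 (94.8%) were called in the same direction at 500 nM and 0 in the opposite one. Of 47291 called at 16 nM, 43026 (91.0%) were shared and 1 was opposite. Among regions called at 500 nM, the sign was the same in 78.7% at 1.6 nM, 95.1% at 5 nM and 99.1% at 16 nM. Comparisons with the same 0 nM libraries share chance values: with the lower doses simulated as unchanged, these shares were 57.0, 57.7 and 57.5%. The log2 changes correlated with those at 500 nM at 0.505, 0.828 and 0.925 across regions, against 0.131, 0.138 and 0.136 in the simulation. The simulation drew regions independently, so it cannot show how much deviations shared by many regions of a 0 nM library add. Regions chosen on 3 batches had the same direction less often in the batch left out, with 1 library per dose. At 1.6, 5 and 16 nM this was 65.9% ± 11, 85.9% ± 6.4 and 92.8% ± 2.2 for lower regions (SD, n = 4). For higher regions it was 56.9% ± 3.6, 76.3% ± 5 and 88.6% ± 3.2 (SD, n = 4). Regions are not independent replicates.

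The next question was how accessibility followed the protein level. A slope on the relative level was called in 73115 regions, 38610 falling and 34505 rising with depletion. The order changed with GC offsets (37604 falling and 40846 rising) and with abundance offsets (33865 and 34336). Departure from a straight line was called in 3022 regions, a count that fell to 320 without the block and 256 in D42 and D29 alone and rose to 5844 with GC offsets.

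In the batch left out, regions chosen as lower on the other 3 batches had a median log2 change at 500 nM of -1.36 ± 0.14 (SD, n = 4), and those chosen as higher 0.85 ± 0.05 (SD, n = 4). Regions with an adjusted p above 0.5 had a median change of 0.10 ± 0.05 (SD, n = 4). The lower regions reached 12.2% ± 9.2, 39.8% ± 9.7 and 71.0% ± 5.7 (SD, n = 4) of their 500 nM change at 1.6, 5 and 16 nM. Values proportional to the loss of the level would be 22.5, 54.5 and 78.5%. All 4 batches lay below at each dose (exact sign-flip permutation test, two-sided p = 0.13, the smallest possible with 4 batches). With total counts as library size they reached 11.2, 41.7 and 74.5%, and 1, 1 and 2 of the 4 batches lay above (exact permutation p = 0.25, 0.25 and 0.5). The higher regions reached 9.0% ± 6.2, 36.7% ± 6.0 and 71.9% ± 7.3 (SD, n = 4), with exact permutation p = 0.13, 0.13 and 0.25. On the CPM scale, chosen after seeing the data, the lower regions reached 17.7, 50.9 and 79.8% (exact permutation p = 0.75, 0.625 and 0.75) and the higher regions 6.8, 30.2 and 65.8% (exact permutation p = 0.13 at each dose). The conversion from log2 to CPM always raises the share of a fall and lowers that of a rise. The position of the lower regions relative to proportionality therefore depended on the scale and on the library size used. No test in this family could reach 0.05.

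**Figure D3:**
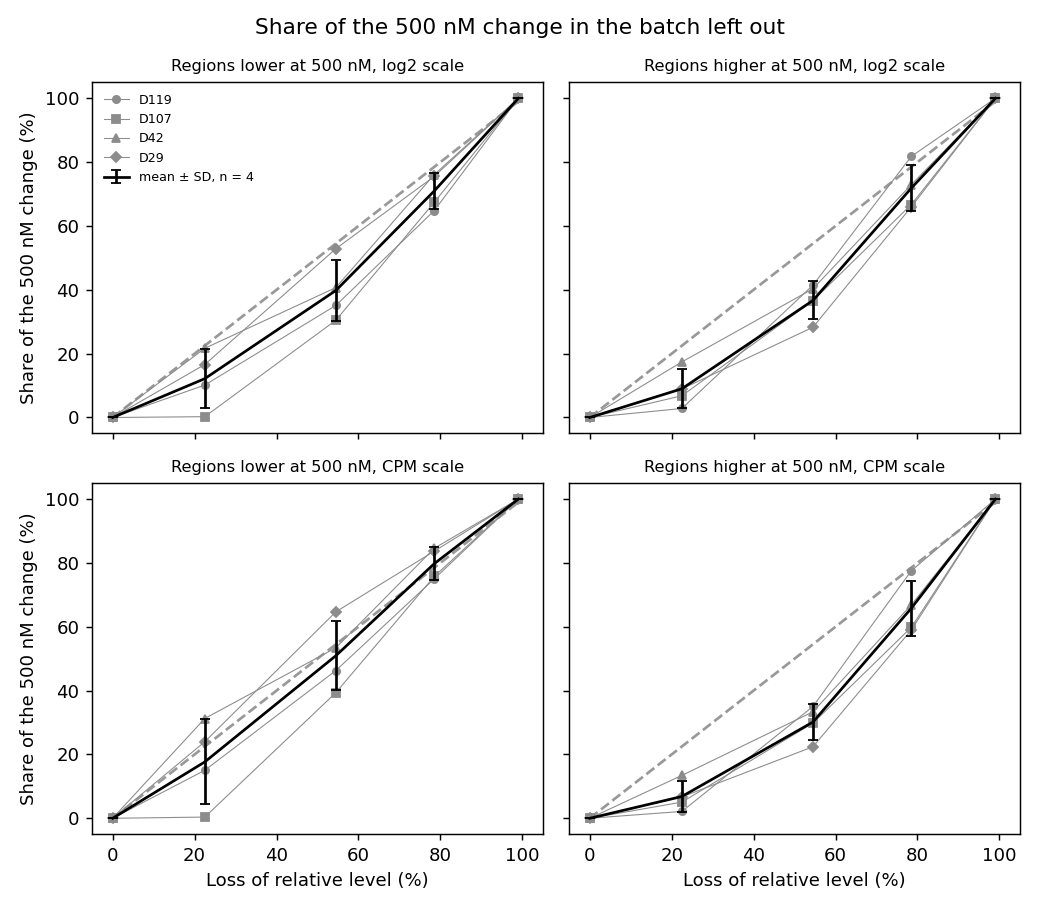
Share of the 500 nM change (y axis, percent) against the loss of the relative level in the labels (x axis, percent), for regions lower (left) and higher (right) at 500 nM, on the log2 scale (top) and the CPM scale (bottom). Grey symbols are the 4 batches left out in turn, black lines their mean with SD, and the dashed line marks proportionality; on the CPM scale the lower regions lie around that line and the higher regions below it.

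Hill curves gave a median half-effect level of 52% for 26421 lower regions and 53% for 11544 higher regions. This level is a constant of the fitted curve, set against its upper limit, which can lie beyond the levels measured. It is not the level at which the observed change was halfway. That halfway level, chosen after seeing the data, had medians of 34.9% and 34.2%. The half-effect levels were poorly determined. Between disjoint pairs of batches, the Spearman correlation across regions was 0.177 to 0.224 for lower and 0.012 to 0.063 for higher regions, and 18.9% and 24.4% of the fits ended at the top of the grid. With the exponent fixed at 1, both half-effect medians were 100%, the top of the grid. Curves of the batch medians gave half-effect levels of 67.5 ± 25.0% for lower and 44.5 ± 9.5% for higher regions (SD, n = 4). The difference was within the spread (exact sign-flip permutation p = 0.375).

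The regions with the largest falls at 500 nM lay on chromosomes 16, 2 and 1 (hg38). The region at chromosome 16, 12963801 to 12964302, lies in an intron of SHISA9. It had 7.12 ± 3.03 CPM at 0 nM (SD, n = 4; 34 to 208 counts) and 0 to 4 counts at 500 nM, with a log2 change of -6.01 (SE 0.35, edgeR adjusted p = 2.39e-15) that rests on few counts. The region at chromosome 2, 117467043 to 117467544, is intergenic, 347.4 kb from the start of DDX18. It fell from 11.3 ± 1.99 to 0.176 ± 0.059 CPM (SD, n = 4), a log2 change of -5.86 (SE 0.27, edgeR adjusted p = 2.05e-17). The region at chromosome 1, 87252412 to 87252913, lies in an intron of LINC02801 and fell from 16.8 ± 6.62 to 0.30 ± 0.15 CPM (SD, n = 4; log2 -5.69, SE 0.31, edgeR adjusted p = 4.3e-16).

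The largest rises were on chromosomes 6, 10 and 8. The region at chromosome 6, 50600215 to 50600716, lies in an intron of ENSG00000230472, 113.1 kb from the start of TFAP2D. It rose from 2.61 ± 2.22 to 26.4 ± 8.27 CPM (SD, n = 4), a log2 change of 3.60 (SE 0.25, edgeR adjusted p = 2.07e-13). The intergenic region at chromosome 10, 58412548 to 58413049, 27.5 kb from the start of TFAM, rose from 0.674 ± 0.264 to 7.86 ± 1.16 CPM (SD, n = 4; log2 3.51, SE 0.23, edgeR adjusted p = 2.62e-14). In an intron of KHDRBS3, the region at chromosome 8, 135636423 to 135636924, rose from 0.588 ± 0.333 to 6.76 ± 2.98 CPM (SD, n = 4; log2 3.42, SE 0.33, edgeR adjusted p = 2.12e-10).

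**Figure D4:**
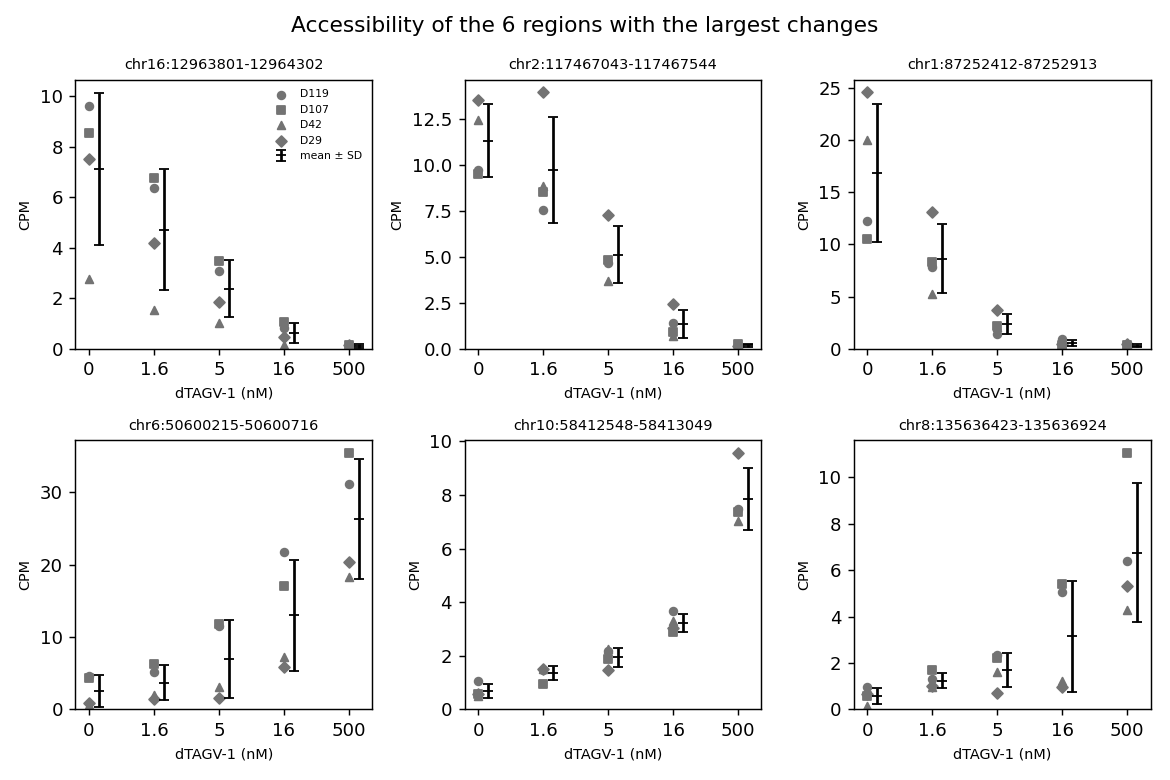
Accessibility in CPM (y axis) of the 6 regions with the largest changes at each dTAGV-1 dose in nM (x axis). Symbols are the 4 batches and black bars the mean with SD. The means of the 3 regions in the top row fall and those of the 3 in the bottom row rise with dose.

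All 14 genes of the fixed list had a region at a start. Over all regions tested 5 were called at 500 nM, 2 lower (TFAP2B and NR2F2) and 3 higher (ALX4, SOX10 and SOX2). Adjusted over the list alone, 1 was called, SOX10; the other 4 had log2 changes of -0.29, -0.25, 0.27 and 0.30. Its region at chromosome 22, 37984271 to 37984772, overlapping a UTR of SOX10, rose from 1.66 ± 0.21 to 3.80 ± 0.32 CPM (SD, n = 4; log2 1.21, SE 0.22, edgeR adjusted p = 2.93e-05). The region at the TWIST1 start, chromosome 7, 19117406 to 19117907, changed by a log2 value of -0.03 (SE 0.13, edgeR adjusted p = 0.859), less than the spread between replicates. With GC offsets it was called lower, with a log2 change of -0.19 (edgeR adjusted p = 0.038, and 0.038 to 0.995 over the alternatives), so this result depended on the GC correction. Of 23 alternatives, NR2F2 was called in 13, TFAP2B in 11, ALX4 in 7, SOX2 in 3 and SOX10 in 23. TFAP2B, ALX4 and SOX2 were not called with GC offsets or without the block.

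Both regions called at 1.6 nM were named after their values were seen. The intergenic region at chromosome 8, 29903590 to 29904091, changed by a log2 value of -1.20 (SE 0.19, edgeR adjusted p = 0.0409). The intergenic region at chromosome X, 1023619 to 1024120, changed by -1.71 (log2, SE 0.27, edgeR adjusted p = 0.0409). The count of 2 did not hold when single batches were left out: 0 regions were lower without D119, without D42 or without D29, and 1 without D107.

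Changed regions were compared with annotated starts and with E-boxes. Midpoints lay within 1000 bp of a start in 8.4% of lower, 16.4% of higher and 30.8% of uncalled regions, odds ratios of 0.205 (95% interval 0.197 to 0.214) and 0.441 (0.426 to 0.456). The E-box CAGATG was present within 250 bp of the midpoint in 60.5% of lower regions, against 41.5% of matched uncalled regions (odds ratio 2.20, 95% interval 2.15 to 2.26). In higher regions the share was 30.8% against 39.1% (odds ratio 0.69, 95% interval 0.67 to 0.71). These intervals treat regions as independent. Compared as ratios, the alternative that moved the CAGATG result most was any CANNTG in lower regions (odds ratio 3.68) and a window of 75 bp either side in higher regions (0.547). Nearly all regions held a CANNTG, 98.4% of lower and 94.3% of matched uncalled regions, so that odds ratio reflects a small difference in shares. In higher regions any CANNTG weakened the depletion (odds ratio 0.84, 95% interval 0.797 to 0.885).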

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

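Both tests in this part were chosen after the values were seen. Of 68 groups of 4 libraries or batches examined for a value far from the other 3, 2 stood apart, where chance gives about 3.4.

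In the SHISA9 intron region on chromosome 16 at 500 nM, D119 had 0 CPM and the other batches 0.132 to 0.156. The counts were 0 against 2 to 4. A negative binomial count with the mean of the other libraries (3.2 expected) is as low with a probability of 0.0473. With values this close to 0 in 1 library, counting noise and a true difference cannot be told apart, and no biological explanation was tested.

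In the intergenic region on chromosome 10 at 0 nM, D119 had 1.07 CPM and the other batches 0.488 to 0.579. The counts were 23 against 6 to 16, and a count as high has a negative binomial probability of 0.00848 at an expected count of 12. This is the extreme of many groups examined, in 1 library, so noise and a difference between batches cannot be told apart. The rise at 500 nM was present in all 4 batches.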

How the results depend on the processing

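Causes were not tested unless stated. Of the regions called at 1.6, 5, 16 or 500 nM against 0 nM, 0 were called in the opposite direction under an alternative. The 6 regions with the largest changes kept their direction and their side of the threshold in 138 of 138 fits. Their sizes held less well. The SHISA9 intron region changed by a log2 value of -6.905 in D119 and D107 alone and -4.848 in D42 and D29 alone. The chromosome 6 region rose by 2.802 and 4.695 in these pairs, whereas the chromosome 8 region differed little at 500 nM (3.398 and 3.325). At 16 nM the chromosome 8 region did differ, with 5.04 and 5.40 CPM in D119 and D107 and 1.22 and 0.96 in D42 and D29.

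Libraries are paired by differentiation batch. With no replicate block, 0 regions were lower at 1.6 nM, 3643 lower and 386 higher at 5 nM, 8271 higher at 16 nM and 18633 higher at 500 nM. Between adjacent doses the counts without the block were 0 lower and 0 higher (5 against 1.6 nM), 612 and 30 (16 against 5 nM) and 1818 and 92 (500 against 16 nM), and 320 regions departed from a straight line. The block moved no other count by more than 1.5 times.

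With GC offsets and the replicate block, 20 regions were lower and 5 higher at 1.6 nM, 1191 higher at 5 than at 1.6 nM, 3719 higher at 16 than at 5 nM, 3051 higher at 500 than at 16 nM, and 5844 departed from a straight line. DESeq2 gave 14 lower and 5 higher at 1.6 nM, 680 higher at 5 than at 1.6 nM and 4629 departing from a straight line. Total counts as library size gave 1 region lower at 1.6 nM. Fits of only the 2 doses compared gave 18 lower at 1.6 nM, 130 higher at 5 than at 1.6 nM and 3664 higher at 16 than at 5 nM.

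A mean of at least 50 counts tests fewer regions. It gave 0 lower at 1.6 nM, 8153 lower and 2954 higher at 5 nM, 14341 and 11112 at 16 nM, 17499 and 15271 at 500 nM, 282 higher at 5 than at 1.6 nM, and 18381 falling and 17598 rising with depletion.

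Fits on pairs of batches, chosen after seeing the data, use fewer libraries. D119 and D107 alone gave 0 lower at 1.6 nM, 6305 lower and 2530 higher at 5 nM, 10816 higher at 16 nM, 19040 higher at 500 nM, 1309 higher at 5 than at 1.6 nM, 1131 higher at 16 than at 5 nM, 968 higher at 500 than at 16 nM and 4931 departing from a straight line. D42 and D29 alone gave 7213 lower at 5 nM, 10809 higher at 16 nM, 17127 higher at 500 nM, 9 lower and 0 higher at 5 than at 1.6 nM, 844 and 68 at 16 than at 5 nM, 2172 and 472 at 500 than at 16 nM, 21479 rising with depletion and 256 departing from a straight line.

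Leaving out one batch at a time also uses fewer libraries. Against 0 nM, lower regions ranged from 0 to 1 at 1.6 nM, 7874 (without D29) to 12234 at 5 nM, and higher regions from 2060 (without D42) to 3059 at 5 nM and 12492 (without D119) to 15548 at 16 nM. At 500 nM, with single 0 and 500 nM libraries also left out, lower regions ranged from 31340 to 35426 and higher regions from 20380 to 26503. Between adjacent doses, lower and higher regions ranged from 1464 to 2752 and 38 (without D119) to 526 (5 against 1.6 nM), 2817 to 5103 and 418 to 1202 (16 against 5 nM), and 4287 to 5874 and 721 to 1402 (500 against 16 nM). Departure from a straight line ranged from 1132 (without D107) to 3414. The median half-effect level of lower regions ranged from 46 to 59%.

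Shares on the CPM scale, chosen after seeing the data, moved by more than the spread for lower regions at 5 nM (50.9%) and 16 nM (79.8%) and for higher regions at 5 nM (30.2%). The half-effect level moved to 100% in both directions with the exponent fixed at 1. The level halfway along the curve, a different measure also chosen after seeing the data, was 34.9% (lower) and 34.2% (higher). The promoter and E-box odds ratios stayed on the same side of 1 in every alternative run.

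Among the 14 listed gene starts, 322 fits gave 238 of the same direction and call, 58 weaker, 3 stronger and 23 reversed. The 3 stronger ones were TWIST1 (log2 -0.187), SOX9 (-0.215) and TFAP2A (-0.271), each called lower with GC offsets and the replicate block and in no other alternative; edgeR adjusted p = 0.038, 0.015 and 0.00907, against 0.859, 0.784 and 0.655 in the fit reported. Over the alternatives the ranges were 0.038 to 0.995, 0.015 to 0.998 and 0.00907 to 0.935. The reversed ones were near 0 in log2. Without D29, TWIST1 gave 0.017, and across the fits that each left out a batch or library it ranged from -0.130 to 0.021. SOX9 ranged from -0.143 to 0.018, reversing without D29. TFAP2A ranged from -0.209 to 0.038, reversing without D29 and without the D29 library at 500 nM. ALX1 gave 0.007 (no replicate block), 0.022 (total counts), 0.006 (abundance offsets) and 0.002 in D42 and D29. It ranged from -0.152 to 0.111 across the leave-out fits, reversing in those without D29 or its 0 or 500 nM library. MSX1 gave -0.002 with GC offsets and -0.003 in D119 and D107. Its range was -0.001 to 0.240, reversing without D42 and without the D119 library at 500 nM. MSX2 gave -0.031 with GC offsets and -0.102 in D119 and D107. Its range was -0.025 to 0.140, reversing without D42 and without the D42 library at 0 nM. NR2F1 gave 0.037 in D119 and D107. Its range was -0.148 to 0.092, reversing without D29 and without the D29 library at 0 nM.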

Other observations

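Of the tests in this part, the thinning of libraries, the comparison of spreads, the search for repeat copies and the weighting of the pair share were set before their values were seen. All others were chosen after, including the count of regions called again after thinning.

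Other splits of the same libraries were refitted on 20000 regions. For 1.6 nM against 0 nM, 5 of the 32 splits gave as many calls, with up to 152 calls in another split against 5, so a chance origin of the calls at this dose is not excluded. For each of the other 6 comparisons of doses, 1 of the 32 splits, the real one, gave as many. Another 3 splits followed the batches and could not be fitted beside the block. The libraries are paired by batch, and most of these splits put both libraries of some batches on one side. Of the 8 splits that part every pair, the real one gave the most calls in each comparison, and at 1.6 nM the others gave 0. A share of 1 in 8 is the smallest these can give, so they cannot exclude chance by themselves. For the slope, 1 of 100 arrangements of doses within batches, the real one, gave as many calls. For departure from a straight line it was 5 of 100, the real one included, with 3045 calls in the largest other arrangement against 428. Permuting a strong slope itself makes curved profiles, and the count remains open.

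D119 and D107 separated from D42 and D29, with 26219 regions lower and 32856 higher in the latter. A gain or loss of chromosome segments would shift a 20 Mb bin by about 0.58 (log2, 3 copies to 2), and the largest range between batches was 0.15. The correlation of this difference with GC content was 0.02. Neither accounts for the separation; a difference in differentiation or in handling stays open and was not tested. The 500 nM change itself differed between the pairs in 246 regions.

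Between 5 and 1.6 nM, D119 and D107 alone gave 4853 calls and D42 and D29 alone gave 9. Regions called lower in D119 and D107 had a median log2 change of -0.531 in D42 and -0.731 in D29, against -0.011 and -0.042 in regions with an adjusted p above 0.5, so the fall was present there too. Those called higher had 0.254 and 0.177. After thinning D119 and D107 to the depths of D42 and D29, 66.3% of the regions were called again in the same direction in one assignment and 70.8% in the other, which argues against depth. The common dispersion of D42 and D29 was 2.88 times that of D119 and D107, so a larger spread may account for the difference. Its source was not tested.

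Across regions, the correlation of a library with GC content rose from -0.21 ± 0.09 at 0 nM to 0.13 ± 0.15 at 500 nM (SD, n = 4). GC bias as the whole cause of the 500 nM calls is argued against by GC offsets, with which 89.1% of the calls were made again in the same direction and 0 in the opposite one. Since lower regions had less GC (median 44.3%) than higher ones (49.9%), part of the trend may be the response itself.

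The shortfall of lower regions against proportionality may be a matter of the log2 scale. On the CPM scale they reached 17.7, 50.9 and 79.8% at 1.6, 5 and 16 nM, against proportional values of 22.5, 54.5 and 78.5%. The means at 1.6 and 5 nM stayed below, and 2, 3 and 2 of the 4 batches lay below at the 3 doses. The conversion can only raise the share of a fall, but how far was not fixed. For the higher regions it can only lower the share (30.2% at 5 nM), so the CPM scale does not test their shortfall, which stays open. On the log2 scale the lower regions were ahead of the higher ones by 3.18, 3.13 and -0.90 points at 1.6, 5 and 16 nM (exact sign-flip permutation p = 0.375, 0.875 and 1), within the spread between batches.

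Of 6587 regions called both at 16 against 0 nM and at 500 against 16 nM, 95 went in opposite directions. The batch left out repeated such turns in 40.8% (D119), 40.3% (D107), 84.2% (D42) and 75.8% (D29), against 30.4 to 36.4% in uncalled regions (exact binomial p = 0.0397, 0.11, 2.62e-05 and 1.46e-06, one-sided). Adjusted over the 4 batches (Holm), D42 and D29 stay past 0.05 (7.86e-05 and 5.84e-06), which argues against chance picks there, though regions are not independent. D119 (0.0794) and D107 (0.11) do not, so chance stays open in those batches. Turns at 5 nM were fewer, 7 of 4841 regions. The batch left out repeated 0% (D119, D107 and D42) and 50% (D29) of those chosen on the other batches. Uncalled regions gave 25.2 to 37.3%. With 1 to 3 such turns per batch, these rates cannot decide whether turns at 5 nM repeat.

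Over 32 word tests, the largest odds ratio in lower regions was that of CAGATG. In higher regions TFAP2-like (1.62) and AP-1-like (1.45) words, listed after the calls were seen, were more frequent than in matched regions.

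Pairs of CAGATG and a homeodomain word were scanned over 64 spacings, with odds ratios that were not matched for GC content or abundance. The first ranking, by odds ratio on odd-numbered chromosomes, chose CAGATG 8 bp before TAATT[AG] (25 lower regions; odds ratio 7.66, and 4.93 on the other chromosomes). After this was seen, and with a composite motif of this kind known beforehand, the ranking was changed to the standardised excess. That chose CATCTG 4 bp before TAATT[AG], with odds ratios of 4.56 and 5.00. The other chromosomes are therefore no independent test of this choice, and the same 4 bp gap with the E-box in the other orientation (CAGATG) reached 6.11 there. Of 216 regions with the 4 bp pair, 143 were lower and 0 higher, whereas the other gaps in this orientation were held by at most 23 lower regions. The 4 bp gap was also more frequent in uncalled regions (0.084%, against 0.009 to 0.036% for those other gaps). Part of this excess is therefore not specific to lower regions. Matched for GC content and abundance, the pair had an odds ratio of 3.11 in lower regions (95% interval 2.34 to 4.14). Regions with both words but without this pair had 1.67 (1.61 to 1.73). They include regions with the 4 bp gap in the other orientations. CATCTG 4 bp before [CT]AATTA was held by 180 lower regions, some of which can also hold the pair, since TAATTA fits both words. The 2 words alone, whatever their spacing, do not account for the difference between 3.11 and 1.67. Copies of 1 repeat family are argued against, since 3.7% of the regions had a partner of at least 70% identity over 20 bp either side. A composite site remains a hypothesis.

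Whether such regions respond later was examined in several versions. The first used the 8 bp pair and all regions with both words, and showed no steady difference in the share of the 500 nM change (-15.0 points at 5 nM and 1.2 at 16 nM; exact permutation p = 0.375 and 1.0). It was then redefined with the 4 bp pair and regions called lower by a log2 value of at least 1. There the share at 16 nM was 61.2% ± 9.1 against 72.9% ± 4.8 (SD, n = 4), lower in 4 of 4 batches (exact permutation p = 0.13, the smallest possible). At 5 nM the difference was -8.2 points, with 1 of 4 batches going the other way (exact permutation p = 0.25). At 1.6 nM it was -3.4 points, with 2 of 4 going the other way (exact permutation p = 0.5). Over all regions with both words the 4 bp pair differed by -21.4 points at 16 nM, and the 8 bp pair in strongly lower regions by -2.8. Weighted to the same change and abundance, the 4 bp difference was -12.4 points, so these do not account for it. The pattern rests on definitions changed after seeing the data and may not hold in others.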
